# Psychoactive pharmaceuticals at environmental concentrations induce in vitro gene expression associated with neurological disorders

**DOI:** 10.1186/s12864-016-2784-1

**Published:** 2016-06-29

**Authors:** Gaurav Kaushik, Yu Xia, Luobin Yang, Michael A. Thomas

## Abstract

**Background:**

A number of researchers have speculated that neurological disorders are mostly due to the interaction of common susceptibility genes with environmental, epigenetic and stochastic factors. Genetic factors such as mutations, insertions, deletions and copy number variations (CNVs) are responsible for only a small subset of cases, suggesting unknown environmental contaminants play a role in triggering neurological disorders like idiopathic autism. Psychoactive pharmaceuticals have been considered as potential environmental contaminants as they are detected in the drinking water at very low concentrations. Preliminary studies in our laboratory identified gene sets associated with neuronal systems and human neurological disorders that were significantly enriched after treating fish brains with psychoactive pharmaceuticals at environmental concentrations. These gene expression inductions were associated with changes in fish behavior. Here, we tested the hypothesis that similar treatments would alter in vitro gene expression associated with neurological disorders (including autism) in human neuronal cells. We differentiated and treated human SK-N-SH neuroblastoma cells with a mixture (fluoxetine, carbamazepine and venlafaxine) and valproate (used as a positive control to induce autism-associated profiles), followed by transcriptome analysis with RNA-Seq approach.

**Results:**

We found that psychoactive pharmaceuticals and valproate significantly altered neuronal gene sets associated with human neurological disorders (including autism-associated sets). Moreover, we observed that altered expression profiles in human cells were similar to gene expression profiles previously identified in fish brains.

**Conclusions:**

Psychoactive pharmaceuticals at environmental concentrations altered in vitro gene expression profiles of neuronal growth, development and regulation. These expression patterns were associated with potential neurological disorders including autism, suggested psychoactive pharmaceuticals at environmental concentrations might mimic, aggravate, or induce neurological disorders.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2784-1) contains supplementary material, which is available to authorized users.

## Background

There are approximately 3000 synthetic chemicals known to interact with humans through air, water, and food [1, 2]. These chemicals might serve as environmental contaminants and trigger neurological disorders, such as autism spectrum disorders (ASD), in genetically susceptible individuals [3–5]. Among this diverse group of environmental contaminants, we focused on pharmaceuticals and personal care products (PPCPs) due to their tendency to contaminate environmental water systems [2]. PPCPs include psychoactive pharmaceuticals that are highly prescribed in the United States and other chemicals like bis-phenol A (BPA) in plastics, phthalates in cosmetics and teratogenic chemicals [1].

Psychoactive pharmaceuticals like fluoxetine, venlafaxine and carbamazepine, have been detected in the drinking water at very low concentrations [2, 6, 7]. These pharmaceuticals, some of which are metabolically active and have relatively long half-lives for over a month, reach waste-water treatment plants (WWTP) through excretion by clinical patients [7, 8]. Due to the chemical properties of these drugs and inefficient filtration of WWTP, these drugs end up mixing up with the ground water, and thus reach drinking water at low concentrations [7, 8].

We previously hypothesized that psychoactive pharmaceuticals as environmental contaminants alter neuronal gene expression associated with neurological disorders like ASD. To determine this, our lab treated juvenile fathead minnows (*Pimephales promelas*) with psychoactive pharmaceuticals (fluoxetine, venlafaxine and carbamazepine) individually and in mixtures at environmentally relevant concentrations [2, 6]. After treating them for 15 days, we extracted the brains and carried out microarray analysis. Using gene set enrichment analysis (GSEA) [9], we identified enrichment (up- or down-regulation) of gene sets associated with neuronal growth, regulation and development in the juvenile minnow brains in response to psychoactive drug exposure [2, 6]. We also identified altered neuronal gene sets associated with neurological disorders, including ASD [6]. Moreover, fish exposed to psychoactive pharmaceuticals exposed had an altered behavioral phenotype [2, 10].

In the present study, we hypothesized that psychoactive pharmaceuticals (fluoxetine, venlafaxine and carbamazepine) at environmental concentrations would alter in vitro human neuronal gene expression that is 1) similar to gene expression profile in fathead minnow, and 2) associated with neuro-developmental disorders. To determine if altered gene expression profile was associated with idiopathic autism, we also treated human neuronal cells with valproic acid, which is known to induce autism-like phenotypes in mice [11]. Identifying altered gene expression profiles in treated cells and finding a similar pattern with valproic acid induced gene expression would reveal the extent to which psychoactive pharmaceuticals at very low concentrations could induce gene expression associated with potential neurological disorders like ASD.

## Methods

### Cell culture and differentiation

Human SK-N-SH cell line was obtained from American Type Culture Collection (ATCC #HTB-11). Cells were cultured in Eagle’s Minimum Essential Medium (EMEM; ATCC). This media was supplemented with 1 % penicillin-streptomycin-neomycin (Sigma) and 10 % (v/v) fetal bovine serum (FBS). Retinoic acid (RA; Sigma) was used to induce SK-N-SH cells [12] to differentiate into more neuron-like cells [13] because this cell line is a mixture of different cell types. Approximately 15,000 cells were cultured in T-75 flask (Corning) supplemented with EMEM media for two days, and then Retinoic acid (10 μM) was added. Cells were treated with RA for two weeks and media was replaced every three-four days [12]. Cultures were monitored visually using light microscopy for morphological changes, and evaluated for neuronal cell markers (NeuN, PSD95 and NCAM) during the differentiation process [12, 14].

### Pharmaceuticals treatments

Stock solutions (10 mM) of fluoxetine (FLX; Sigma F133; Active metabolite), venlafaxine (VNX; Sigma D2069; ​Active metabolite) and carbamazepine (CBZ; Sigma C4206; ​Active metabolite), and 1 mM stock solution of valproic acid (VPA; Santa Cruz Biotechnology sc211393; Active metabolite) were prepared in dimethyl sulfoxide (DMSO). After differentiation for two weeks, cells were treated with a mixture composed of (MIX: FLX 10 μg/l; VNX 50 μg/l; CBZ 100 μg/l) [2], and Valproate (VPA: 4.9 mg/l) [15]. Control cells were treated with DMSO (vehicle) only, and the final concentration of DMSO in the cultures was 0.05 %. To examine if psychoactive pharmaceuticals in drinking water at environmental concentrations could induce neuronal gene expression, we chose to treat neuronal cells with the mixture of three pharmaceuticals (fluoxetine, carbamazepine and venlafaxine). Cells were treated in three replicates with the pharmaceuticals for 48 h in EMEM media without FBS to avoid any binding of pharmaceuticals with the serum proteins. All of the treatments were shown not to affect overall cell viability with respect to control (no treatment), based on the adherent nature of the monolayers and the result from CyQuant Viability Assay [16]. After treating cells for 48 h, they were collected with Versene solution (Gibco).

### RNA extraction, cDNA synthesis and sequencing

After 48 h of exposure, cells were collected with trypsin, centrifuged, and RNA was extracted using Qiagen RNeasy Plus Mini Kit (74134) according to the manufacturer’s protocol. Total RNA concentration was determined using NanoDrop (Thermo Scientific), and the RNA integrity value (RIN) was analyzed on Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). RNA was quantified with Qubit spectrophotometer (Life technologies). Using Illumina Tru-seq stranded total RNA kit, cDNA library was prepared in following steps: RiboZero depletion and fragmentation, first and second strand cDNA synthesis, adenylation of 3′ ends, adapter ligation, PCR amplification, library validation using qPCR – Kapa Biosystems Library Quantification Kit, and normalization and pooling in preparation for cluster generation on MiSeq. Samples were then loaded onto flow cell (MiSeq Reagent kit v3 150 cycle) and sequenced on Illumina MiSeq 2 according to the manufacturer’s instructions.

### Bioinformatics data analysis

#### Quality control, alignment, and read counting

In total, three treatments (mixture, valproate, and control) with three replicates each were sequenced with five flow cells using Illumina MiSeq, which generated more than 10 M paired-end reads for each replicate (refer Additional file 1). The raw sequences in FASTQ files underwent quality control analysis using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). All the samples were sequenced at 75b read length and they all passed the quality check. We aligned the quality checked reads to human genome hg19 using TopHat version 2.0.11 [17]. Most of the reads (~90 %) had average base quality above Q30. The reference genome sequence, the bowtie index files for the reference genome sequence, and the gene annotation file were downloaded from Illumina iGenomes project (http://support.illumina.com/sequencing/sequencing_software/igenome.html). The number of reads that map to human known genes were counted by summerizeOverlaps function in GenomicAlignments R package [18]. Only the genes that have at least one read for all replicates were retained for downstream analysis.

#### Analysis of differential gene expression

Differentially expressed genes were identified using DESeq2 version 1.6.1 [19]. Differentially expressed genes from 2 groups (Mixture and Valproate) with respect to the control treatment were identified.

#### Gene set enrichment analysis

We used GAGE version 2.14.4 [20] for gene set enrichment analysis. We used GAGE to analyze gene sets that were analyzed previously in Fish brains [2, 6]. These gene sets are grouped as Neuronal development, regulation, growth; Neurological Disorders (ND); Autism spectrum disorders (ASD) [2, 6]. For extensive analysis, we also analyzed gene sets from MSigDB ‘C2’ and ‘C5’ (refer Additional file 2). Enrichment analyses were carried out using gage function using non-parametric Kolmogorov-Smirnov tests. We used GAGE package to identify significantly enriched (significantly up- and/or down-regulated; *P*-value < 0.01 and *Q*-value < 0.1) gene sets within mixture and valproate treatments.

## Results

### Patterns of psychoactive pharmaceuticals – induced in vitro gene expression in neuronal development, growth and regulation

We postulated that psychoactive pharmaceuticals at environmental concentrations would alter gene expression of neuronal systems. Support for this hypothesis would suggest that dysregulation of neuronal systems would result in altered neuronal circuits and may result in fewer neuronal connections. To address this question we used differentiated SK-N-SH neuroblastoma cells and treated them with the mixture (MIX: FLX-10 μg/l; VNX-50 μg/l; CBZ-100 μg/l), and valproate (VPA: 4.9 mg/l) in replicates of three samples for each treatment.

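RNA from 3 groups of SK-N-SH cells, a human neuroblastoma line, was sequenced with 3 biological replicates per group. The cells had been differentiated with 10 μM retinoic acid and were exposed for 48 h with a final DMSO concentration of 0.05%. Control cells received DMSO only. The valproate dose is 4.9 mg/l in the paper's text and 0.035 mM in the sample labels. Libraries were made from ribosomal-RNA-depleted total RNA with a stranded kit. The authors aligned the read pairs to hg19 with TopHat, counted reads on genes with summarizeOverlaps, and deposited whole-number counts per Entrez gene without normalization, in a separate table for each treatment. The paper's text does not name the counting mode or the strand option, so reads of genes that overlap on opposite strands could have been shared between them. The same 3 control libraries stand in both tables, with identical counts for all 17825 genes found in both. Counts on genes summed to 13119858, 8339090 and 17036203 in control replicates 1 to 3. They summed to 11453302, 5792876 and 13514498 in mixture replicates 1 to 3, and to 23716448, 20837436 and 16326218 in valproate replicates 1 to 3. The paper's reported numbers of read pairs range from 10035614 in mixture replicate 2 to 19043551 in valproate replicate 2, and the counts on genes came to between 57.7% and 129.3% of them. Replicates within a group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of 4.81 between valproate replicates 1 and 2 and of 7.84 to 36.7 between the other pairs. Genes with at least 1 read in all 6 libraries of a table, the filter the paper states, were tested with edgeR's quasi-likelihood test after TMM normalization. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Named genes with 0 reads in some library were fitted without this filter. CPM, counts scaled to a common library size, used the TMM library sizes, and fold changes used edgeR's default prior count. A group with at most 3 counts of a gene in every library was taken to be at the floor for that gene. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.10.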

For the development collection, we observed six enriched gene sets (significantly down-regulated, *P*-value < 0.01, *Q*-value < 0.1) by MIX treatment. VPA treatment enriched the expression of seven gene sets (four gene sets down- and three gene sets up-regulated, Additional file 3). AXONOGENESIS, REGULATION OF NEUROGENESIS and SYNAPSE PART gene sets were enriched in both VPA and MIX treatments. 

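Members of these gene sets were not used here, and a list of 59 genes of the synapse core, among them synaptotagmins, synapsins, RIM proteins and LRRTM adhesion proteins, was tested in their place. The camera test of limma, with a preset correlation between genes of 0.01, compared the list with all other genes, and its p-values were adjusted over 28 tests (14 lists in both treatments). With MIX, 37 of the 55 genes tested were lower than in control cells, with a median log2 fold change of -0.07 and a lower list median in 2 of 3 mixture libraries (adjusted p = 0.0362). A correlation estimated for each list moved this result most, to an adjusted p of 0.724. The adjusted p was also above 0.05 without mixture replicate 1 (0.579), without control replicate 1 (0.170), without mixture replicate 3 (0.136) and with a minimum of 10 counts per library (0.0510). With VPA, 33 of 56 genes were higher, with a median log2 fold change of 0.11 and a higher list median in 3 of 3 valproate libraries (adjusted p = 0.126), and without valproate replicate 3 the adjusted p was 0.0105. Kolmogorov-Smirnov tests for each replicate pair, written after the R code in Additional file 1, placed the list lower with MIX (adjusted p = 0.00431) and higher with VPA (adjusted p = 0.00128). These tests take genes as independent and keep the direction with the smaller p. A list that is only more spread out than the other genes can therefore also be called. SYT4, RIMS1, SV2C and LRRTM1 were lower with MIX at an adjusted p under 0.05, which makes 4 genes over all genes tested and 4 adjusted over the list alone. With VPA the counts were 9 genes, 6 of them higher, and 16 adjusted over the list alone. The list was higher with VPA than with MIX in 36 of 55 genes (camera adjusted p = 0.00868 over 14 lists), a comparison chosen after seeing the data, and without mixture replicate 1 its adjusted p was 0.0845. It was 0.0707 with fry and 0.470 with an estimated correlation. Of the 28 list tests, camera called 14. With fry or with an estimated correlation the number was 0, and 8 and 3 tests had an unadjusted p under 0.05. Of the 14 lists compared between VPA and MIX, camera called 6, fry 8 and both of these 4. With an estimated correlation the number was 0, and 0 lists had an unadjusted p under 0.05.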

And, SYNAPSE PART gene set was also enriched (up-regulated) in fish brains.

For the regulation collection, we observed 14 enriched gene sets (13 gene sets down- and one gene set up-regulated, *P*-value < 0.01, *Q*-value < 0.1) by MIX treatment. VPA treatment enriched the expression of eight gene sets (up-regulated, Additional file 3). All eight up-regulated gene sets in VPA treatment were down-regulated in MIX treatment. 

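Families of the regulation collection were tested as lists of neurotransmitter receptors, neurotransmitter transporters, SNARE proteins and glutamate receptors, and all 23 glutamate receptors are also part of the receptor list. With MIX, 24 of 39 receptor genes were lower, with a median log2 fold change of -0.22 and a lower list median in 2 of 3 libraries (camera adjusted p = 0.0214). This adjusted p was 0.0838 without mixture replicate 1, 0.0809 without mixture replicate 3 and 0.0570 without control replicate 1. Transporter genes were lower in 9 of 14 cases and in 3 of 3 libraries, with a median of -0.36 (adjusted p = 0.00104). SNARE genes were higher in 27 of 35 cases and in 3 of 3 libraries, with a median of 0.16 (adjusted p = 0.00721), with 0 genes at an adjusted p under 0.05 and 6 at an unadjusted p under 0.05. Glutamate receptor genes were lower in 10 of 16 cases and in 2 of 3 libraries, with a median of -0.32 (adjusted p = 0.569). With VPA, library totals in place of TMM shifted the median of all genes to 0.09, and the adjusted p of each of these 4 lists was above 0.05. Receptor genes were higher in 25 of 45 cases and in 3 of 3 libraries, with a median of 0.21 (adjusted p = 0.569). With GRIN3B, at the floor in a group, set to its bound, the median was 0.19. The median of the 16 transporter genes was -0.06 with TMM and 0.02 with library totals (adjusted p = 0.535; lower in 9 genes). SNARE genes were higher in 21 of 35 cases, with a median of 0.02 (adjusted p = 0.569), and glutamate receptor genes were lower in 10 of 19 cases, with a median of -0.13 (adjusted p = 0.991). In the per-pair Kolmogorov-Smirnov tests the receptor list was lower with MIX (adjusted p = 0.000276) and higher with VPA (adjusted p = 0.000406), and the glutamate receptor list was lower with MIX (adjusted p = 0.0126). With MIX, GRM8 was higher and GRIK2, CHRNA7, CHRM3 and HTR2B were lower at an adjusted p under 0.05, and 6 receptor genes passed when adjusted over the list alone. SLC6A17 and SLC18A1 were the transporters lower with MIX, and 5 transporters passed when adjusted over the list alone. With VPA, 13 receptor genes passed, 6 of them higher, and 16 when adjusted over the list alone, with GRM8 higher and GRIK2, CHRNA7 and HTR2B lower as with MIX, and CHRM3 higher. The difference between VPA and MIX, chosen after seeing the data, had a camera adjusted p of 0.0762 for receptors (23 of 39 genes higher with VPA; 0.0255 without mixture replicate 2, 0.0286 without valproate replicate 3, 0.0373 without control replicate 3 and 0.0482 without control replicate 1), 0.179 for transporters, 0.198 for SNARE proteins and 0.680 for glutamate receptors. With fry these values were 0.0441, 0.0528, 0.0256 and 0.489.

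**Figure D1:**
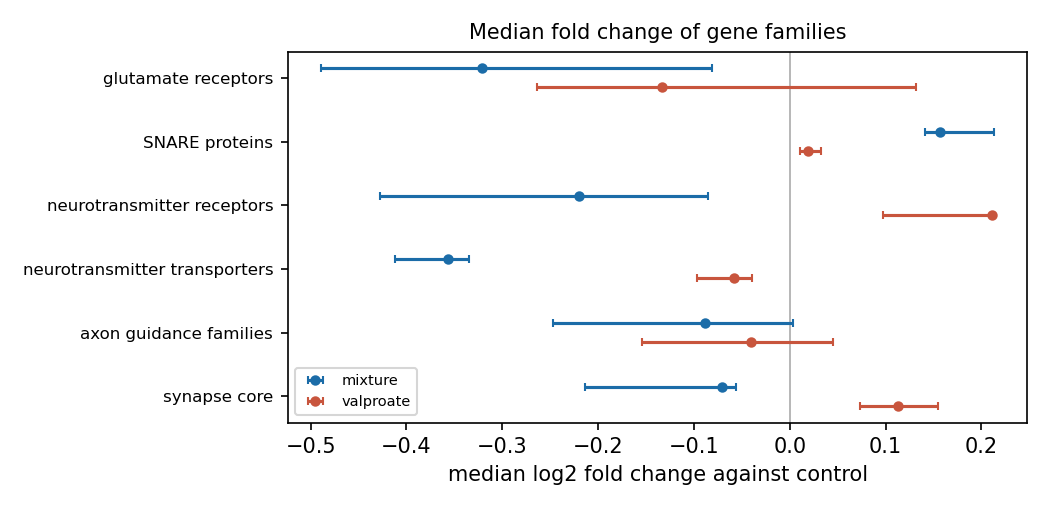
Median log2 fold change against control (horizontal axis) of 6 gene families with the mixture and with valproate. Points are medians over the genes tested, and lines span the medians when each library was left out in turn. With the mixture the transporter list stays between -0.41 and -0.33 and the SNARE list between 0.14 and 0.21. With library totals the valproate medians of transporters and axon guidance families turn positive.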

Among those sets, two gene sets (NEUROTRANSMITTER_BINDING and SYNAPSE) were also enriched in fish brains.

For the growth collection, we observed eight enriched gene sets (all down-regulated, *P*-value < 0.01, *Q*-value < 0.1) by MIX treatment. VPA treatment enriched the expression of five gene sets (up-regulated, Additional file 3). All five up-regulated gene sets in VPA treatment were down-regulated in MIX treatment. 

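A list of 72 genes of axon guidance families (semaphorins, netrins, slits, ephrins and their receptors) was tested for the growth collection. With MIX, 34 of the 56 genes tested were lower, with a median log2 fold change of -0.09 and a lower list median in 2 of 3 libraries (camera adjusted p = 0.438). With each library left out in turn the median ran from -0.25 to 0.0038, and without mixture replicate 2 the adjusted p was 0.0347. With VPA, 32 of 60 genes were lower and the list median was lower in 1 of 3 libraries (adjusted p = 0.254). The VPA median was -0.04 with TMM and 0.04 with library totals. The per-pair Kolmogorov-Smirnov tests called the list lower with both treatments (adjusted p = 0.00151 with MIX and 0.0137 with VPA). A wider spread of the list can give such a call, so with these medians it does not show a shift with VPA. The count of genes with an adjusted p under 0.05 was 0 with MIX, over all genes tested and adjusted over the list alone, and 9 genes had an unadjusted p under 0.05. With VPA it was 8 over all genes tested and 12 adjusted over the list alone. Of these 8, SEMA5B and EPHA10 were higher, and SEMA6A, NRP1, NRP2, EPHB3, EFNB2 and NTNG2 were lower. Between VPA and MIX, 27 of 56 genes were higher with VPA (camera adjusted p = 0.680, chosen after seeing the data).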

Two gene sets (AXON and NEURON_PROJECTION) were also enriched in fish brains.

### Patterns of psychoactive pharmaceuticals – induced in vitro gene expression in neurological disorders (ND) and ASD groups

We then sought to determine if altered in vitro gene expression was associated with neurological disorders and ASD. To accomplish this, we analyzed and compared the gene expression of already published ND and ASD gene sets in MIX and VPA treatments.

For the ND collection, we observed six enriched gene sets (four down- and two up-regulated, *P*-value < 0.01, *Q*-value < 0.1) by MIX treatment. VPA treatment enriched the expression of three gene sets (two gene sets down- and one gene set up-regulated, Additional file 3). AUTISM_IDIOPATHIC and PARKINSONS gene sets were enriched in both VPA and MIX treatments as well as in fish brains.

For the ASD collection, we observed two enriched gene sets (both up-regulated, *P*-value < 0.01, *Q*-value < 0.1) by MIX treatment. VPA treatment enriched the expression of five gene sets (down-regulated, Additional file 3). ASD_MILD gene set was enriched in both VPA and MIX treatments as well as in fish brains.

### Ranked gene lists from the mixture and valproate treatment

We sorted all genes from gene expression profiles in human neuronal cells treated with the MIX (FLX, VNX, CBZ) and valproate (VPA). 

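The count table of the mixture comparison lists 18074 genes by Entrez identifier, of which 14221 had at least 1 read in all 6 libraries and 3853 had 0 reads in some library. The valproate table lists 18406 genes, with 14633 and 3773 in the same classes. Single libraries had reads on 15383 to 16728 genes, and 12414 genes of the mixture table and 12850 of the valproate table had at least 10 counts in all 6 libraries.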

In each treatment, we sequenced ~ 17,000 genes and analyzed their expression. We then ranked them based on their fold change expression within each treatment. 

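Among the 14221 genes tested in the mixture comparison, 202 had an adjusted p under 0.05, 34 higher and 168 lower with MIX, and 1786 had an unadjusted p under 0.05. Among the 14633 genes tested with VPA, 905 had an adjusted p under 0.05, 414 higher and 491 lower, and 3373 had an unadjusted p under 0.05. Of these genes, 105 changed more than 2-fold with MIX and 351 with VPA. Treated and control libraries did not overlap in any of the 202 MIX genes and in 904 of the 905 VPA genes. Over all genes tested the groups did not overlap in 19.0% and 28.9%, and chance gives 10%. Leaving out mixture replicate 1 moved the MIX count most, to 47, and DESeq2 raised it to 398. The MIX count was 59 without control replicate 1, 64 without mixture replicate 3 and 93 without control replicate 2. The replicate number as a block moved the VPA count most among the full fits, to 1581, and it was 353 without valproate replicate 2, 382 without valproate replicate 1, 414 without control replicate 2, 429 without control replicate 1 and 553 without valproate replicate 3. With library totals in place of TMM, more VPA genes were higher (629) than lower (376). In all 6 fits that left out a library, 40 MIX genes and 279 VPA genes were called.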

Tables 1 and 2 show, the 50 most strongly up-and down-regulated genes. We also reported the fold-change score of genes which were presented on the fish microarray chip.

**Table 1:** Ranked gene list from the mixture treatment (50 most up- and down-regulated)

Up-regulated genes					Down-regulated genes				
Rank	Genes	Fold change	*P*-value	Fold change in fish brains	Rank	Genes	Fold change	*P*-value	Fold change in fish brains
1	*FAM129A*	3.25	0.000		17350	*ANGPTL4*	−3.36	0.000	
2	*CACNA2D3*	1.99	0.000	0.90	17349	*THBS1*	−2.19	0.000	0.34
3	*NUPR1*	1.97	0.002	−0.10	17348	*STARD13*	−2.17	0.000	−0.46
4	*GRM8*	1.90	0.000		17347	*DRP2*	−2.15	0.000	
5	*PTCHD1*	1.89	0.000		17346	*TNNT2*	−2.11	0.000	−0.23
6	*TMEM132C*	1.76	0.000		17345	*AQP10*	−2.10	0.000	
7	*DDIT3*	1.55	0.000	0.73	17344	*STRA6*	−1.97	0.000	−0.10
8	*XKR4*	1.53	0.010		17343	*PAPPA2*	−1.92	0.000	
9	*CHRNA10*	1.33	0.002		17342	*NEDD9*	−1.88	0.000	−1.21
10	*LPHN3*	1.24	0.004		17341	*GGTA1*	−1.85	0.001	
11	*SERPINF2*	1.23	0.008	0.15	17340	*SH3TC1*	−1.83	0.000	
12	*NKX3-1*	1.22	0.008		17339	*ADAMTSL2*	−1.80	0.000	−0.25
13	*HRK*	1.22	0.051		17338	*RGS13*	−1.78	0.000	
14	*SCARNA20*	1.22	0.009		17337	*ANO1*	−1.77	0.000	
15	*PABPC3*	1.21	0.006		17336	*LOC283731*	−1.75	0.000	
16	*KIT*	1.18	0.001	0.15	17335	*CMKLR1*	−1.73	0.000	0.86
17	*KIAA1045*	1.18	0.002	−0.12	17334	*VIP*	−1.71	0.000	
18	*DLL1*	1.15	0.013	0.05	17333	*HTR2B*	−1.69	0.000	
19	*C9orf150*	1.12	0.000		17332	*RAG2*	−1.67	0.004	0.20
20	*SNORA14A*	1.11	0.164		17331	*ACVRL1*	−1.67	0.000	
21	*B3GALT1*	1.09	0.134		17330	*VCAN*	−1.66	0.000	
22	*RIMBP3C*	1.09	0.096		17329	*C6*	−1.65	0.006	−1.11
23	*NOS1AP*	1.06	0.172	0.37	17328	*ENO3*	−1.64	0.000	−0.00
24	*GLYATL2*	1.06	0.021		17327	*TM4SF1*	−1.63	0.008	0.22
25	*STAC2*	1.04	0.259		17326	*PCTK3*	−1.62	0.004	
26	*CRYBB2*	1.04	0.020	0.01	17325	*FAM65C*	−1.60	0.000	
27	*SLC16A10*	1.01	0.167	−0.31	17324	*FLJ36208*	−1.60	0.000	
28	*CDH7*	1.01	0.031	−0.00	17323	*LOC400950*	−1.58	0.000	
29	*MYB*	1.01	0.030	−0.17	17322	*RARRES3*	−1.58	0.000	
30	*LCA5L*	1.00	0.176		17321	*SLCO4C1*	−1.53	0.000	
31	*ID4*	0.99	0.033	−0.17	17320	*PRAP1*	−1.52	0.022	
32	*MALAT1*	0.99	0.004		17319	*SLC18A1*	−1.51	0.000	
33	*SNAR-A3*	0.99	0.230		17318	*TFPI2*	−1.51	0.000	
34	*EDN1*	0.98	0.033		17317	*FBP1*	−1.50	0.000	0.43
35	*VSTM2A*	0.97	0.000		17316	*FGL1*	−1.49	0.001	
36	*HERV-FRD*	0.97	0.036		17315	*COL9A3*	−1.48	0.001	
37	*CNTD1*	0.97	0.037	−1.03	17314	*LRRTM1*	−1.48	0.015	0.25
38	*ELL2*	0.96	0.000	−0.30	17313	*BTK*	−1.48	0.000	−0.30
39	*SLC13A3*	0.96	0.027	0.02	17312	*SLC24A2*	−1.46	0.000	0.11
40	*DENND1B*	0.96	0.114	0.06	17311	*IRF6*	−1.45	0.000	0.17
41	*CYP2C18*	0.95	0.041		17310	*LOC392232*	−1.45	0.012	
42	*AMN*	0.95	0.041	−0.33	17309	*RD3*	−1.45	0.000	
43	*NCRNA00087*	0.95	0.301		17308	*DDC*	−1.43	0.000	
44	*FUT9*	0.94	0.042	−0.19	17307	*PRLHR*	−1.43	0.008	
45	*SCGB1D2*	0.92	0.047		17306	*NOTUM*	−1.42	0.052	−0.31
46	*TRIB3*	0.92	0.000	0.67	17305	*TMIGD2*	−1.41	0.008	
47	*MYBL1*	0.91	0.019		17304	*RTL1*	−1.40	0.048	−0.40
48	*ZNF726*	0.91	0.260		17303	*P2RX6*	−1.40	0.000	
49	*DLEU1*	0.90	0.173		17302	*DKK1*	−1.39	0.000	
50	*SLC7A11*	0.90	0.309	−0.41	17301	*TRIM9*	−1.38	0.000	

Table representing the list of 50 most up- and down-regulated genes in human neuronal cells treated with the mixture (FLX, VNX, CBZ). 

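Of the 100 genes in Table 1, 95 were matched to the mixture count table and 78 had at least 1 read in all 6 libraries. Among these 78, 77 changed in the direction of the table, and 51 (11 higher and 40 lower) did so at an adjusted p under 0.05. Without the filter on reads, 95 of 95 had the direction of the table and 60 had an adjusted p under 0.05. NIBAN1, listed as FAM129A in Table 1, had 0 reads in a control library. In the fit without a filter it rose from 0.403 ± 0.350 to 7.60 ± 1.06 CPM (SD, n = 3), a log2 fold change of 4.03 (standard error 0.42, adjusted p = 5.91e-06 from edgeR). ANGPTL4 fell by 4.16 on the log2 scale (standard error 0.44, adjusted p = 0.00196), from 12.4 ± 2.09 to 0.839 ± 0.758 CPM, and STARD13 fell by 2.52 (standard error 0.28, adjusted p = 0.00197). DDIT3 rose by 1.61 on the log2 scale (standard error 0.16, adjusted p = 0.00141) and TMEM132C by 1.96 (standard error 0.27, adjusted p = 0.00669). DDIT3 overlaps MARS1 and MBD6 on the opposite strand, so its count is uncertain, as is that of STARD13, which overlaps STARD13-IT1 and LINC02344 on its own strand. CACNA2D3, GRM8 and PTCHD1 rose by 2.51 to 2.64 on the log2 scale, and DRP2, TNNT2 and GGTA1 changed by -2.97 to -2.57. CACNA2D3 and GRM8 overlap genes on the opposite strand. All 6 had an adjusted p between 0.0131 and 0.0209, and each was above 0.05 in some fit that left out a library. The highest of these values were 0.108 for TNNT2 and GGTA1, 0.0897 for PTCHD1 and 0.0838 for CACNA2D3 without mixture replicate 1, and 0.0859 for DRP2 and 0.0793 for GRM8 without mixture replicate 3.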

Genes were ranked based on their expression in fold-change in human cells. *P*-value represents the significance level of the expression change in the mixture treatment than control. Corresponding fold change of genes in fish brains is also reported in this table, where blank cells represents genes that are not found in the fish microarray chip

**Table 2:** Ranked gene list from the valproate treatment (50 most up- and down-regulated)

Up-regulated genes					Down-regulated genes				
Rank	Genes	Fold change	*P*-value	Fold change in fish brains	Rank	Genes	Fold change	*P*-value	Fold change in fish brains
1	*OPRK1*	4.03	0.000	−0.29	17673	*CMKLR1*	−2.81	0.000	0.86
2	*NEUROG2*	3.55	0.000		17672	*ADAMTS2*	−2.74	0.000	0.09
3	*VSNL1*	3.19	0.000	2.84	17671	*HIST1H4L*	−2.67	0.000	
4	*GALNAC4S-6ST*	3.09	0.000	0.96	17670	*ELFN1*	−2.44	0.000	
5	*POSTN*	2.93	0.000	1.22	17669	*COL4A2*	−2.39	0.000	−0.42
6	*EVX2*	2.86	0.000		17668	*GREM2*	−2.33	0.000	
7	*SERPINE1*	2.69	0.000	−1.45	17667	*FLJ45455*	−2.32	0.000	0.86
8	*ODZ1*	2.64	0.000		17666	*VCAN*	−2.31	0.000	
9	*DRD5*	2.34	0.000	−0.23	17665	*SOCS3*	−2.29	0.000	0.02
10	*CSGALNACT1*	2.33	0.001		17664	*TGFBI*	−2.27	0.000	−1.11
11	*HOXD13*	2.31	0.000		17663	*C11orf53*	−2.26	0.000	
12	*C3orf57*	2.29	0.000		17662	*SNAI1*	−2.17	0.000	−0.82
13	*B3GALT1*	2.29	0.000		17661	*LOC283480*	−2.11	0.000	
14	*SECTM1*	2.28	0.001		17660	*ID1*	−2.05	0.000	0.23
15	*PLAU*	2.20	0.001		17659	*PPP1R9A*	−2.03	0.000	−0.05
16	*PDE1A*	2.19	0.000		17658	*LOC646498*	−2.02	0.004	
17	*VIM*	2.14	0.000	0.25	17657	*RPS16P5*	−2.02	0.000	
18	*MME*	2.11	0.000		17656	*COL4A1*	−1.98	0.000	0.10
19	*KCNJ2*	2.09	0.000		17655	*GLT8D2*	−1.98	0.000	
20	*HS6ST2*	2.09	0.000	−0.15	17654	*CYP26A1*	−1.96	0.000	0.26
21	*SNORA42*	2.00	0.003		17653	*SLC10A1*	−1.95	0.004	
22	*RASEF*	1.99	0.000	0.31	17652	*PART1*	−1.94	0.000	
23	*APOL6*	1.93	0.000		17651	*OXTR*	−1.89	0.000	1.26
24	*NCRNA00164*	1.91	0.007		17650	*PTPLAD2*	−1.84	0.007	
25	*COLQ*	1.91	0.000		17649	*C9orf131*	−1.83	0.001	
26	*CACNA2D3*	1.90	0.000	0.90	17648	*FOS*	−1.80	0.000	−0.63
27	*DEGS2*	1.90	0.000		17647	*C9orf135*	−1.79	0.009	
28	*NHS*	1.89	0.000		17646	*GLP1R*	−1.79	0.000	
29	*PTER*	1.89	0.001	0.11	17645	*ETS1*	−1.79	0.000	−0.79
30	*EDIL3*	1.87	0.000	−0.41	17644	*NXPH3*	−1.79	0.000	
31	*INSM2*	1.85	0.000		17643	*LOC100128505*	−1.79	0.013	
32	*GFRA3*	1.82	0.000		17642	*KCTD12*	−1.76	0.000	0.49
33	*PROKR2*	1.82	0.000		17641	*ANGPTL4*	−1.74	0.000	
34	*GRM8*	1.81	0.001		17640	*FOSB*	−1.73	0.000	
35	*TLE4*	1.79	0.000		17639	*MPPED2*	−1.72	0.000	−0.62
36	*WNT5A*	1.77	0.001	−0.38	17638	*C11orf92*	−1.71	0.003	
37	*SMOC2*	1.77	0.000	−0.26	17637	*WDR38*	−1.69	0.001	
38	*VCAM1*	1.76	0.014	0.53	17636	*GALNT14*	−1.68	0.000	0.03
39	*FRMD4B*	1.74	0.000	0.10	17635	*LOC283143*	−1.67	0.002	
40	*PTRF*	1.74	0.000		17634	*ACCN1*	−1.66	0.002	
41	*DLK1*	1.70	0.000	0.69	17633	*C14orf53*	−1.66	0.002	
42	*PTCHD1*	1.67	0.001		17632	*TAPBPL*	−1.65	0.021	
43	*GPR126*	1.66	0.022		17631	*NRP1*	−1.63	0.000	1.12
44	*ANKDD1B*	1.65	0.000		17630	*BFSP2*	−1.63	0.002	
45	*MOXD1*	1.65	0.002	−1.00	17629	*SMAD7*	−1.63	0.000	0.08
46	*FAM111B*	1.65	0.000		17628	*HOPX*	−1.62	0.028	
47	*LOC728739*	1.63	0.002		17627	*ERBB4*	−1.62	0.000	
48	*CHRNA10*	1.62	0.002		17626	*PAPPA2*	−1.62	0.000	
49	*NELL1*	1.62	0.000		17625	*PCDHGB8P*	−1.62	0.011	
50	*NELL2*	1.62	0.000	−0.76	17624	*LOC284454*	−1.60	0.000	

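Of 100 genes listed for VPA, 94 were matched to the valproate count table and 73 had at least 1 read in all 6 libraries. All 73 changed in the listed direction, 72 of them (35 higher and 37 lower) with an adjusted p under 0.05. Without the filter on reads, 88 of 94 had an adjusted p under 0.05. OPRK1 had at most 2 counts in each control library and 58 to 118 counts in the valproate libraries, and was at least 15.9-fold higher with VPA (adjusted p = 7.23e-06 from edgeR, fitted without the filter). NEUROG2 rose by 3.94 on the log2 scale (standard error 0.35, adjusted p = 0.000343), from 1.04 ± 0.357 to 17.1 ± 5.98 CPM (SD, n = 3), and NEUROG2-AS1 overlaps it on the opposite strand. CHST15, listed as GALNAC4S-6ST, rose by 3.81 (standard error 0.39, adjusted p = 0.000523), and POSTN, with 4, 0 and 0 counts in the control libraries, by 4.42 in the fit without a filter (standard error 0.68, adjusted p = 0.000722). The size of the rise of POSTN is uncertain, from 3.65 to 8.42 with a library left out, the highest without control replicate 1, which leaves the controls with 0 counts. HOXD13 rose by 2.75 on the log2 scale. ADAMTS2 had the smallest adjusted p of all genes tested with VPA, 1.99e-05, with a log2 fold change of -2.78 (standard error 0.13) and a fall from 70.0 ± 2.25 to 10.1 ± 1.25 CPM. CMKLR1, H4C13, TGFBI, ELFN1 and COL4A2 changed by -2.92 to -2.48 on the log2 scale, and COL4A2 and ELFN1 overlap genes on the opposite strand. All of these genes kept an adjusted p under 0.05 in every fit that left out a library, with 0.0190 for TGFBI as the highest.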

Table representing the list of 50 most up- and down-regulated genes in human neuronal cells treated with the valproate. Genes were ranked based on their expression in fold- change in human cells. *P*-value represents the significance level of the expression change in the mixture treatment than control. Corresponding fold change of genes in fish brains is also reported in this table, where blank cells represents genes that are not found in the fish microarray chip

## Discussion

### Comparison between human MIX treatment and fish gene expression patterns

The results partially supported our first hypothesis that the MIX treatment on human SK-N-SH cell line induced gene sets enrichment patterns similar to that of the fish experiment following mixture treatment, although the degree of similarity was not high.

Among the neural circuit development gene sets, all the six significantly enriched gene sets in human neuronal cells following MIX treatment were enriched in a down-regulated manner; whereas in the fish experiment, the two significantly enriched sets were both up-regulated. We do not know why the direction was opposite, but we do notice that, one gene set, SYNAPSE PART, was enriched in both treatments [2]. Previous studies have found that altered expression of *NCAM*, *IRX3* and *NKX6.1* genes in SYNAPSE PART change the fate and position of neurons generated in the chick neural tube [21, 22]. Also within those down-regulated gene sets contains gene *PSD95* (*DLG4*) and *GABA*, which have recently been found to be associated with neurological disorders like autism by altering synaptic assembly [14, 23, 24].

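NCAM1 (Entrez 4684, chromosome 11 of hg19 from 112831997 to 113149158), which overlaps NCAM1-AS1 and TTC12-DT on the opposite strand, had 468 ± 145 CPM in control cells and 446 ± 77.5 with MIX (SD, n = 3), a log2 fold change of -0.07 (standard error 0.21, adjusted p = 0.933 from edgeR). With VPA it fell by 1.14 on the log2 scale (standard error 0.26, adjusted p = 0.0350), to 216 ± 63.9 CPM. That adjusted p was between 0.0501 and 0.120 in 5 of the 6 fits that left out a library, with the highest value without control replicate 2. DLG4 (Entrez 1742, chromosome 17 from 7090506 to 7123160), which overlaps ACADVL on the opposite strand, had 30.1 ± 1.39 CPM in control cells and 22.6 ± 1.54 with MIX, a log2 fold change of -0.42 (standard error 0.14, adjusted p = 0.224). Its log2 fold change with VPA was 0.14 (standard error 0.12, adjusted p = 0.526), and the difference between VPA and MIX was 0.55 (adjusted p = 0.00784). IRX3 had 0 counts in all 3 control libraries, at most 2 counts with MIX and at most 4 with VPA, so a change was not detectable at this depth. NKX6-1 was not analysed here. Among GABA receptor genes, GABBR1 rose by 0.68 (standard error 0.15, adjusted p = 0.0298) with VPA, and its log2 fold change with MIX was -0.17 (adjusted p = 0.832).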

In the growth group, we observed similar patterns where all enriched sets in MIX treatment were down-regulated and all those in the fish experiment were up-regulated. Among those sets, two were enriched in both treatments, AXON and NEURON PROJECTION. Other studies have found that genes within these two gene sets modulate the fate, lineage, and timing of neuronal development by playing a critical role in the formation and maturation of neural circuits [23, 25, 26].

In the regulation group, we observed that NEUROTRANSMITTER BINDING gene set was down-regulated in fish brains as well as in human cells [2]. This could be possible due to the therapeutic effect of fluoxetine (SSRI) in the mixture treatment [2]. Fluoxetine is known to reduce the re-uptake of serotonin by inhibiting monoamine transporters on the pre-synaptic neuronal membrane [27, 28]. Due to the longer availability of neurotransmitters in the synaptic cleft, the expression of serotonin receptors is down-regulated, thus a decrease in neurotransmitter binding [29]. Another gene set SYNAPSE was significantly up-regulated in fish brains [2], but down-regulated in treated human cells. This gene set was responsible for modulating wiring of neuronal circuits by controlling the number of synapse as well as organization of synaptic assembly and specificity [26, 30]. Altered synaptogenesis has been strongly considered as a potential mechanism in ASD pathogenesis [31, 32].

### Comparison between human MIX and VPA gene expression patterns

We used valproate (an anticonvulsant) to treat human neuronal cells as a positive control because prenatal exposure of valproate has been found to be strongly associated with autism [3] and valproate is known to induce autism-like phenotypes in mice [11]. Similarly, carbamazepine (presented in the mixture treatment) is a mood stabilizer and anticonvulsant [11, 33] and it also inhibits the epileptic effects in the brain by blocking sodium channels [11, 33]. By and large, the results support our second hypothesis that the MIX and VPA treatments change the RNA expression profile in similar ways, albeit in an interesting fashion, since the two treatments often enrich the same gene sets but in different directions.

In the development group of VPA treatment, we found four gene sets significantly down-regulated and three gene sets significantly up-regulated in human neuronal cells. Three gene sets (AXONOGENESIS, REGULATION OF NEUROGENESIS and SYNAPSE PART) were enriched in both mixture and valproate treatments, but in the opposite direction. Similar to fish gene expression, VPA treatment up-regulated SYNAPSE PART gene set [2]. This states that VPA exposure might be associated with disturbed neuronal fate and position [21, 22] as well as synaptic assembly [1, 22, 34].

In the growth group, we observed that five gene sets were up-regulated in the VPA treatment. Interestingly, the same five sets were all down-regulated in the MIX treatment. This suggested that both treatments disturbed the human gene expression in similar pathways despite the different directions. One gene set NEURON PROJECTION was up-regulated similar to fish brains [2]. In the regulation group, we noticed similar results. Eight gene sets were up-regulated in valproate treatment, but down-regulated in the mixture treatment. From this repeating phenomenon of opposite direction enrichment of the same gene set, we postulate a general pattern that the three pharmaceuticals (fluoxetine, venlafaxine and carbamazepine) and valproate dysregulate the same pathways in different directions. However, more investigation is needed to confirm or disprove this postulation. 

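Log2 fold changes with MIX and with VPA were compared across the 14111 genes with at least 1 read in all 9 libraries, which are not independent replicates. Spearman's rho was 0.113 and Pearson's r was 0.184, with the same direction in 52.9% of genes, and the jackknife standard error of rho over libraries was 0.152. Both fold changes use the same control libraries, which raises the correlation. In 100 simulations of unchanged groups with shared controls, rho ran from 0.454 to 0.491 and 65.7% to 67.7% of genes had the same direction. When the 3 controls were divided so that the treatments shared none, rho over the 6 divisions had a median of -0.08 and ran from -0.19 to 0.011, the alternatives that moved it most. In 50 simulations of unchanged groups without shared controls rho ran from -0.02 to 0.023. With each library left out in turn and the controls shared, rho ran from 0.0726 to 0.233, below all 100 simulated values. The simulations drew each gene independently, so they lack variation that genes share within a library. In the real libraries an axis of variation within the groups held 32.2% of the within-group variance. A rho outside the simulated ranges therefore does not show opposed treatments. Of the genes with an adjusted p under 0.05, 78 were called with both treatments. Of these, 5 were higher and 56 lower with both, and 17 changed in opposite directions. From the opposite directions of the same gene sets in both treatments, the paper proposes that the 3 pharmaceuticals of the mixture and valproate dysregulate the same pathways in different directions.

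**Figure D2:**
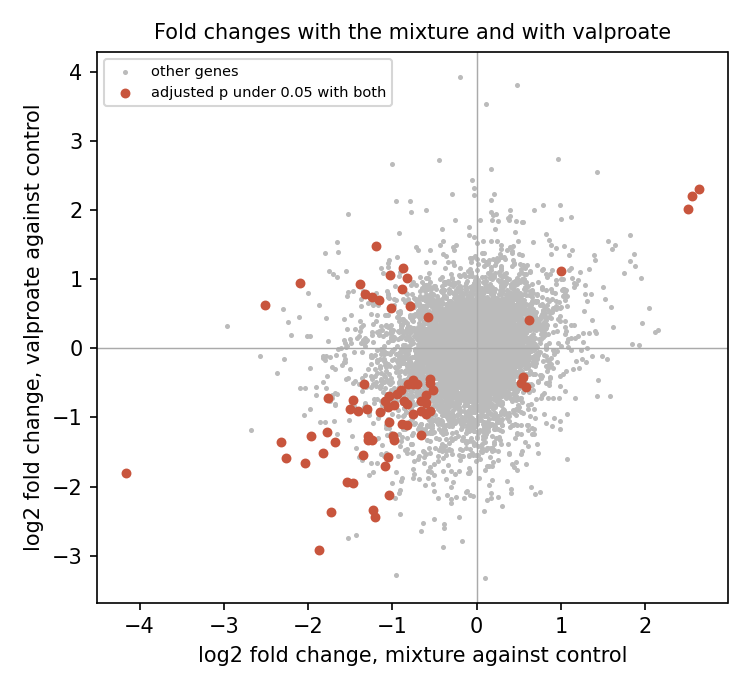
Log2 fold change of each gene against control with the mixture (horizontal axis) and with valproate (vertical axis), for 14111 genes. Coloured points are the 78 genes with an adjusted p under 0.05 with both, of which 61 lie in the quadrants of equal direction.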

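Leading log2 fold change distances, the distances behind edgeR's multi-dimensional scaling plot, were computed between the 9 libraries over the 500 genes that differ most within each pair, with a prior count of 2. The 9 pairs of a mixture and a valproate library had a mean distance of 2.48 ± 0.21 (SD), and the 9 pairs of a mixture and a control library a mean of 2.36 ± 0.24. Each mixture library was on average farther from the valproate libraries (2.39, 2.74 and 2.31 for mixture replicates 1 to 3) than from the control libraries (2.24, 2.65 and 2.21). These differences were smaller than the spread over pairs. Valproate and control libraries were 2.24 ± 0.13 apart. Pairs within a group had mean distances of 2.13 in control, 2.30 in mixture and 1.60 in valproate libraries. The ratio of the mixture-valproate to the mixture-control mean was 1.05, and of the alternatives set before the data were examined, a common selection of 500 genes moved it most, to 1.18. With edgeR's smaller prior count it fell below 1, to 0.982, with means of 5.69 and 5.79. Pairs within the mixture group had a mean of 5.81 at that prior count, above both, so this setting did not set the mixture group apart. In the first 2 dimensions of the scaling plot, a comparison chosen after seeing the data, the ratio was 1.54, and 2.33, 1.07 and 2.18 for mixture replicates 1 to 3. With the smaller prior count it was 1.26 there.

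**Figure D3:**
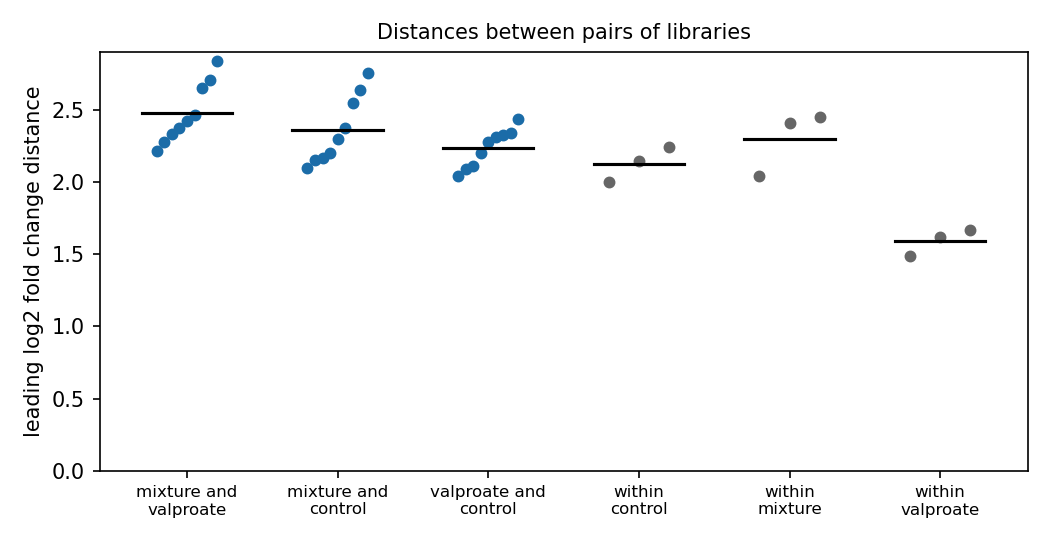
Leading log2 fold change distance (vertical axis) for each pair of libraries, by the groups of the pair. Black lines are means. Mixture-valproate pairs run from 2.22 to 2.84 and mixture-control pairs from 2.10 to 2.76.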

We also plotted multi-dimensional scaling using edgeR [35] and observed that mixture treatment samples were somewhat closer to valproate samples than control samples (refer Additional file 1). However, MIX and VPA samples were still apart, confirming that these two treatments did not exhibit similar response.

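In a fit of all 9 libraries, 2464 of 14111 genes differed between VPA and MIX at an adjusted p under 0.05, 1254 higher and 1210 lower with VPA. With library totals in place of TMM, 1624 were higher and 922 lower. Leaving out mixture replicate 1 moved this count most, to 1375. It was 1511 without mixture replicate 3, 1511 without valproate replicate 2 and 1538 without valproate replicate 1. THBS1, RTL1, ANGPTL4 and STARD13 were higher with VPA than with MIX, by 0.68, 2.64, 2.36 and 3.15 on the log2 scale (adjusted p = 0.0144, 0.00175, 0.00340 and 6.72e-06). For HTR2B and OXTR the log2 differences were 0.30 and -0.49 (adjusted p = 0.371 and 0.104). From the distance between the samples of the treatments in the scaling plot, the paper concludes that their responses were not similar.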

### Association of human MIX and VPA gene expression patterns with neurological disorders

To determine the extent to which altered gene expression in both MIX and VPA treatments were associated with neurological disorders (including ASD), we examined the expression of the already-published gene sets from neurological disorders (ND) and ASD groups in both treatments. We also compared these to their corresponding expression pattern in fish brains. For ND group, MIX and VPA treatments altered PARKINSONS and Autism_Idiopathic gene sets significantly but in different directions. Interestingly, mixture treatment of human cells and fish brains up-regulated Autism_Idiopathic gene set [6]. For another ASD group, MIX treatment up-regulated two gene sets (ASD_2Class and ASD_Mild) similar to fish brains [6]. On the other side, VPA treatment down-regulated three gene sets (ASD_2Class, ASD_Mild, ASD_Savant) in a different direction compared to the expression in fish brains [6]. These expression patterns stated that VPA and MIX treatments of human cells exhibited a similar response to neurological disorders (including ASD), suggesting a common induction effect.

### Insights into important genes in both MIX and VPA treatments

We sought to identify important, or novel genes that were significantly up- and down-regulated in human neuronal cells treated with MIX and VPA. We generated ranked lists of genes based on their fold change, and tabulated the most 50 strongly up- and down-regulated genes (Table 1 and 2). We also compared genes from ranked lists with the ones from fish microarray data. 

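NUPR1 (Entrez 26471, chromosome 16 of hg19 from 28544029 to 28550329), which encodes a stress-induced nuclear protein, had 0 to 4 counts in the control libraries and 16 to 18 counts in the mixture libraries. Fitted without the filter on reads, it rose from 0.143 ± 0.156 to 1.92 ± 0.954 CPM (SD, n = 3), a log2 fold change of 3.48 (standard error 0.78, adjusted p = 0.0175 from edgeR). Without mixture replicate 2 its adjusted p was 0.0555, and with the replicate number as a block it was 0.0699. RTL1 (Entrez 388015, chromosome 14 from 101346090 to 101370059), a retrotransposon-derived gene, overlaps MIR493HG and MEG8 on the opposite strand, so its count is uncertain. It fell with MIX from 32.5 ± 12.1 to 7.49 ± 5.74 CPM, a log2 fold change of -2.24 (standard error 0.44, adjusted p = 0.0338). The adjusted p of RTL1 was 0.194 without mixture replicate 3, 0.108 without mixture replicate 1 and 0.0928 without control replicate 1, and 0.0865 with DESeq2's shrunken fold changes. With VPA the log2 fold change of RTL1 was 0.39 (standard error 0.27, adjusted p = 0.429).

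**Figure D4:**
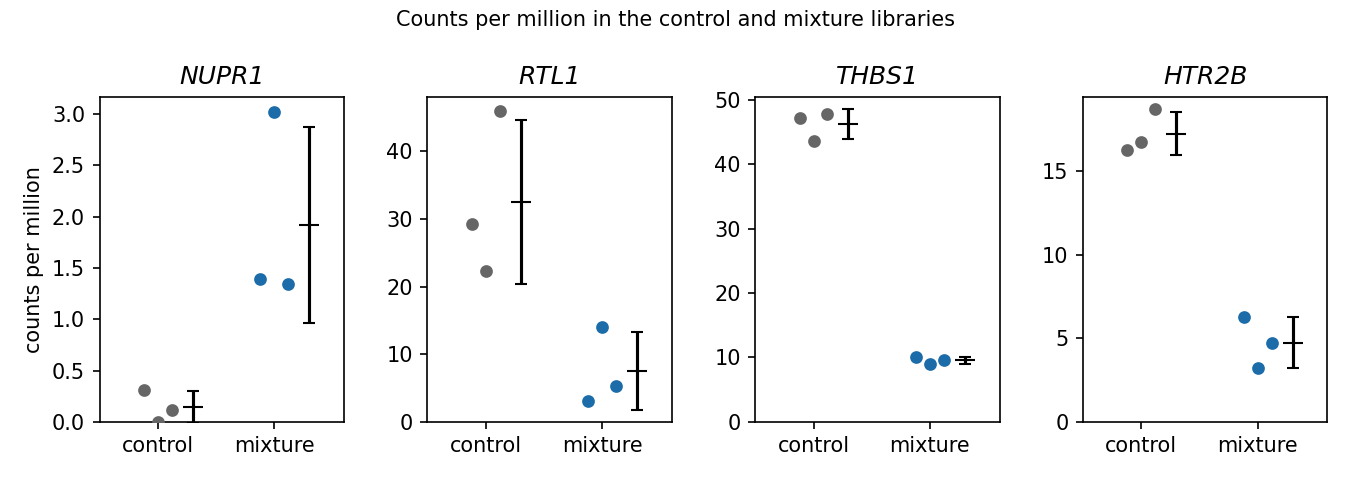
CPM (vertical axis, starting at 0) of NUPR1, RTL1, THBS1 and HTR2B in the 3 control and 3 mixture libraries. Points are libraries, and the bar beside them is the mean with the SD. In all 4 genes the mixture libraries lie on a single side of the control libraries.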

For MIX treatment, we noticed four genes (*NUPR1*, *RTL1*, *THBS1* and *HTR2B*) which could be considered important and novel. The thrombospondin (*THBS1*) gene plays an important role in synaptogenesis in the developing brain [36]. Recent association studies have found that both rare and common variants of this gene are associated with autism [36]. 

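THBS1 (Entrez 7057) lies on chromosome 15 of hg19 from 39873280 to 39891667 and overlaps THBS1-IT1 on its own strand and THBS1-AS1 and FSIP1 on the opposite strand, so its count may hold reads of these genes. With MIX it fell from 46.2 ± 2.31 to 9.55 ± 0.591 CPM (SD, n = 3), a log2 fold change of -2.27 (standard error 0.14) with the smallest adjusted p of all genes tested in the mixture comparison, 0.000102 from edgeR. With each library left out in turn the log2 fold change stayed between -2.30 and -2.22. With VPA the log2 fold change was -1.58 (standard error 0.16, adjusted p = 0.000503), to 15.7 ± 3.14 CPM.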

Although this gene was found to be down-regulated by two-fold, it was up-regulated in fish brains under similar mixture treatment [2]. Another important gene, *HTR2B*, which codes for serotonin receptor 2B, was down-regulated by ~ two-fold in human cells. 

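HTR2B (Entrez 3357, chromosome 2 of hg19 from 231972944 to 231989756) lies within PSMD1 on the opposite strand, so its count is uncertain. It fell with MIX from 17.2 ± 1.29 to 4.74 ± 1.54 CPM (SD, n = 3), a log2 fold change of -1.82 (standard error 0.23, adjusted p = 0.00487 from edgeR, between -2.06 and -1.64 with each library left out). With VPA its log2 fold change was -1.52 (standard error 0.16, adjusted p = 0.000558). Of the other serotonin receptor genes in the tables, HTR1E had a log2 fold change of -0.60 with MIX (standard error 0.21, adjusted p = 0.249) and of -1.23 with VPA (standard error 0.23, adjusted p = 0.0144). The VPA value of HTR1E was 0.0610 without control replicate 1 and 0.0534 without control replicate 2. HTR6 changed by -0.33 with MIX (adjusted p = 0.785) and 0.46 with VPA (adjusted p = 0.366), and the pseudogene HTR7P1 by 0.15 (adjusted p = 0.836) and -0.14 (adjusted p = 0.700). HTR1D, HTR4, HTR3B, HTR3D and HTR3E had at most 3 counts in each library, where a change was not detectable at this depth.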

Similar serotonin receptor genes were also found to be down-regulated in fish brains. Moreover, recent protein studies in our lab showed that HTR2B protein was down-regulated in the same mixture (FLX, VNX, CBZ) treatment. This mechanism is explained by the drug effect of fluoxetine (SSRI), which provides more neurotransmitter in the synaptic cleft, thus reducing serotonin receptors [29].

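PTER (Entrez 9317, chromosome 10 of hg19 from 16478942 to 16555744), which encodes a phosphotriesterase-related protein and overlaps C1QL3 on the opposite strand at its end, had 0 to 8 counts in the control libraries and 35 to 46 counts with VPA. Fitted without the filter on reads, it rose from 0.317 ± 0.275 to 2.01 ± 0.466 CPM (SD, n = 3), a log2 fold change of 2.44 (standard error 0.53, adjusted p = 0.0107 from edgeR). The adjusted p of PTER was at most 0.0334 with each library left out in turn. With MIX its log2 fold change was 0.33 (standard error 0.97, adjusted p = 0.936).

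**Figure D5:**
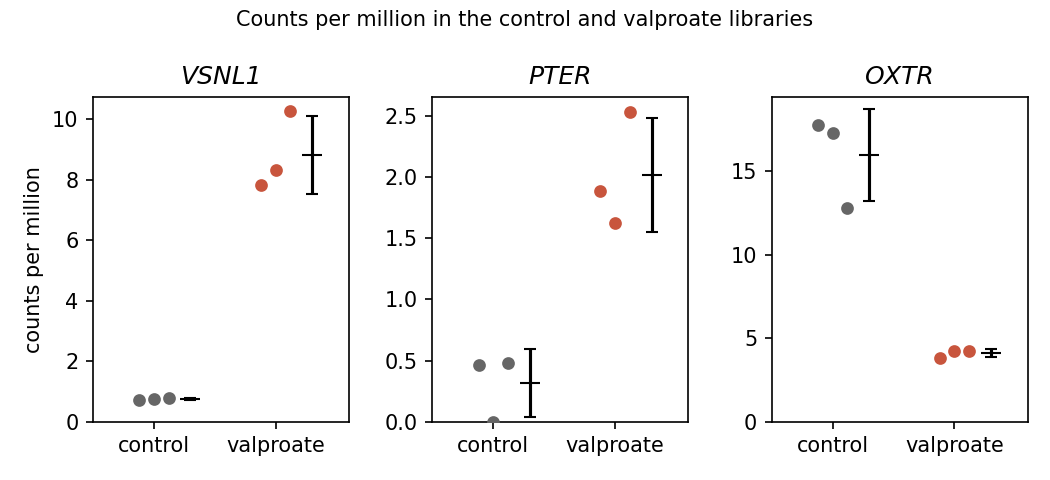
CPM (vertical axis, starting at 0) of VSNL1, PTER and OXTR in the 3 control and 3 valproate libraries. Points are libraries, and the bar beside them is the mean with the SD. In all 3 genes the valproate libraries lie on a single side of the control libraries.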

In the ranked list of genes by valproate (VPA) treatment, we found three genes (*VSNL1*, *PTER* and *OXTR*) of particular importance. *VSNL1* gene, which encodes for visinin-like protein 1 in humans, modulates neuronal morphology by controlling the key signaling pathways in CNS. This gene was up-regulated by three-fold in the valproate treatment. 

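VSNL1 (Entrez 7447, chromosome 2 of hg19 from 17720393 to 17838285) rose with VPA from 0.743 ± 0.0344 to 8.82 ± 1.29 CPM (SD, n = 3), a log2 fold change of 3.55 (standard error 0.25, adjusted p = 0.000109 from edgeR). With each library left out in turn the log2 fold change stayed between 3.43 and 3.62. With MIX the log2 fold change was 0.12 (standard error 0.54, adjusted p = 0.958), and VPA exceeded MIX by 3.41 (adjusted p = 8.48e-05).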

We observed similar up-regulation of this gene in fish brains following mixture (FLX, VNX, CBZ) treatment. Other studies have recently found the association of single-nucleotide polymorphisms (SNPs) in the *VSNL1* gene with neurological disorders like schizophrenia [37]. 

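OXTR (Entrez 5021) lies on chromosome 3 of hg19 from 8792067 to 8811314 and overlaps CAV3 on the opposite strand, so its count is uncertain. In valproate cells it had 4.11 ± 0.238 CPM against 16.0 ± 2.76 in control cells (SD, n = 3), a log2 fold change of -1.95 (standard error 0.19, adjusted p = 0.000457 from edgeR). With each library left out in turn the log2 fold change stayed between -2.10 and -1.88.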

Another important gene, oxytocin receptor (*OXTR*) was found to be down-regulated by two-fold in human cells treated with valproate (Table 2). However, this gene was up-regulated in fish brains exposed to the mixture of psychoactive pharmaceuticals [2]. Moreover, recent protein studies in our lab showed an increased expression of OXTR in the same cells treated with carbamazepine and the mixture (FLX, VNX, CBZ). Other studies have shown that OXTR serves as an anxiolytic agent by modulating serotonin release in serotonergic neurons of the raphe nuclei [38].

## Conclusions

To investigate the environmental trigger for idiopathic autism, we focused on psychoactive pharmaceuticals, potential environmental contaminants that have been detected in drinking water. We found that psychoactive pharmaceuticals altered the gene expression of neuronal systems in vitro at environmental concentrations. These altered gene expressions are associated with potential neurological disorders by playing a key role in the formation, growth and regulation of neurons. Our data suggests that psychoactive pharmaceuticals might disrupt neuronal connections by altering the gene expression associated with neuronal growth, development and regulation.

## Additional files

Additional file 1: R-programming code for RNA-Seq analysis and multi-dimensional scaling (MDS) function. The file contains R-code for analysis of RNA-Seq data for mixture and valproate treatments. This file also includes the code for plotMDS function for using multi-dimensional scaling. (DOCX 61 kb) Additional file 2: Complete data of gene sets analyzed. Excel file containing a complete data of all gene sets (neuronal development, growth, regulation; neurological disorders and ASD group) that were enriched (up- and down-regulated) in mixture (carbamazepine, fluoxetine and venlafaxine) and valproate treatments. We also reported *P*- values and *Q*-values for individual gene sets. (XLSX 1621 kb) Additional file 3: Descriptions of gene sets and results of analyses. This file contains table that represents the analyses of gene sets within neuronal systems (a. Development, b. Regulation, c. Growth), (d) Neurological Disorders, and (e) ASD groups. Source indicates the database from where the gene set was derived, Gene Ontology (GO) or Molecular Signatures Database (MSigDB). Size represents the number of genes in each gene set. MIX_UP, MIX_DOWN, VPA_UP and VPA_DOWN indicates gene sets which were found up-regulated in the mixture, down-regulated in the mixture, up-regulated in the valproate, and down-regulated in the valproate treatments, respectively. Gene sets with *P*-value < 0.01 and *Q*-value < 0.1 were considered as statistically significantly enriched. For non-significant gene sets, refer Additional file 2 for *P*-values and *Q*-values. Enriched gene sets in human cells and corresponding scores are marked in bolds. Enriched gene sets in fish brains are italicized and marked in parentheses.

# Supplementary material for: Psychoactive pharmaceuticals at environmental concentrations induce in vitro gene expression associated with neurological disorders
**Source:** BMC Genomics. 2016 Jun 29;17(Suppl 3):435. doi: 10.1186/s12864-016-2784-1
**Supplement:** Additional file 1: — R-programming code for RNA-Seq analysis and multi-dimensional scaling (MDS) function. The file contains R-code for analysis of RNA-Seq data for mixture and valproate treatments. This file also includes the code for plotMDS function for using multi-dimensional scaling.

- **Supplementary Table S1**

Number of paired-end reads generated by Illumina MiSeq for each sample

| Sample | Biological replicate | Number of paired-end reads |
| --- | --- | --- |
| Control | 1 | 13,879,138 |
|  | 2 | 14,115,486 |
|  | 3 | 14,747,099 |
| Mixture | 1 | 11,666,138 |
|  | 2 | 10,035,614 |
|  | 3 | 15,817,684 |
| Valproate | 1 | 18,336,265 |
|  | 2 | 19,043,551 |
|  | 3 | 17,566,449 |

- **R programming code of the analysis**

**Mixture treatment:**

# Read the table that contains the number of reads for each gene.

cnts=read.table("mixture.counts.txt", header=T, row.names=1)

# Normalize the number of reads

libsizes=colSums(cnts)

size.factor=libsizes/exp(mean(log(libsizes)))

cnts.norm=t(t(cnts)/size.factor)

cnts.norm=log2(cnts.norm+8)

# the first 3 samples are control, and the last 3 samples are treatment.

ref.idx=1:3

samp.idx=4:6

# read the gene set file ND.gmt

library(gage)

data(egSymb)

geneset.file="ND.correct.gmt"

gene.set = readList(geneset.file)

# Convert the gene symbols to Entrez gene ID for the get set

gene.set = lapply(gene.set, sym2eg)

# Run gage for gene set enrichment analysis

ND.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=samp.idx, saaTest=gs.KSTest)

ND.sig = sigGeneSet(ND.p, outname="mixture.ND")

# read the gene set file development.gmt

geneset.file = "development.correct.gmt"

gene.set=readList(geneset.file)

gene.set = lapply(gene.set, sym2eg)

development.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=samp.idx, saaTest=gs.KSTest)

development.sig = sigGeneSet(development.p, outname="mixture.development")

# read the gene set file growth.gmt

geneset.file = "growth.correct.gmt"

gene.set=readList(geneset.file)

geneset=lapply(gene.set, sym2eg)

growth.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=sampl.idx, saaTest=gs.KSTest)

growth.sig = sigGeneSet(growth.p, outname="mixture.growth")

# read the gene set file regulation.gmt

geneset.file = "regulation.correct.gmt"

gene.set=readList(geneset.file)

gene.set=lapply(gene.set, sym2eg)

regulation.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=samp.idx, saaTest=gs.KSTest)

regulation.sig = sigGeneSet(regulation.p, outname="mixture.regulation")

**Valproate treatment:**

# Read the table that contains the number of reads for each gene.

cnts=read.table("vpa.counts.txt", header=T, row.names=1)

# Normalize the number of reads

libsizes=colSums(cnts)

size.factor=libsizes/exp(mean(log(libsizes)))

cnts.norm=t(t(cnts)/size.factor)

cnts.norm=log2(cnts.norm+8)

# the first 3 samples are control, and the last 3 samples are treatment.

ref.idx=1:3

samp.idx=4:6

# read the gene set file ND.gmt

library(gage)

data(egSymb)

geneset.file="ND.correct.gmt"

gene.set = readList(geneset.file)

# Convert the gene symbols to Entrez gene ID for the get set

gene.set = lapply(gene.set, sym2eg)

# Run gage for gene set enrichment analysis

ND.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=samp.idx, saaTest=gs.KSTest)

ND.sig = sigGeneSet(ND.p, outname="vpa.ND")

# read the gene set file development.gmt

geneset.file = "development.correct.gmt"

gene.set=readList(geneset.file)

gene.set = lapply(gene.set, sym2eg)

development.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=samp.idx, saaTest=gs.KSTest)

development.sig = sigGeneSet(development.p, outname="vpa.development")

# read the gene set file growth.gmt

geneset.file = "growth.correct.gmt"

gene.set=readList(geneset.file)

geneset=lapply(gene.set, sym2eg)

growth.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=sampl.idx, saaTest=gs.KSTest)

growth.sig = sigGeneSet(growth.p, outname="vpa.growth")

# read the gene set file regulation.gmt

geneset.file = "regulation.correct.gmt"

gene.set=readList(geneset.file)

gene.set=lapply(gene.set, sym2eg)

regulation.p = gage(cnts.norm, gsets=gene.set, ref=ref.idx, samp=samp.idx, saaTest=gs.KSTest)

regulation.sig = sigGeneSet(regulation.p, outname="vpa.regulation")

- **Multi-Dimensional Scaling (MDS)**

MDS plot: The plot represents the spatial location of samples from three treatments, which are mixture, valproate and control. This plot was generated by edgeR function in R programming.

# Supplementary material for: Psychoactive pharmaceuticals at environmental concentrations induce in vitro gene expression associated with neurological disorders
**Source:** BMC Genomics. 2016 Jun 29;17(Suppl 3):435. doi: 10.1186/s12864-016-2784-1
**Supplement:** Additional file 3: — Descriptions of gene sets and results of analyses. This file contains table that represents the analyses of gene sets within neuronal systems (a. Development, b. Regulation, c. Growth), (d) Neurological Disorders, and (e) ASD groups. Source indicates the database from where the gene set was derived, Gene Ontology (GO) or Molecular Signatures Database (MSigDB). Size represents the number of genes in each gene set. MIX_UP, MIX_DOWN, VPA_UP and VPA_DOWN indicates gene sets which were found up-regulated in the mixture, down-regulated in the mixture, up-regulated in the valproate, and down-regulated in the valproate treatments, respectively. Gene sets with P-value < 0.01 and Q-value < 0.1 were considered as statistically significantly enriched. For non-significant gene sets, refer Additional file 2 for P-values and Q-values. Enriched gene sets in human cells and corresponding scores are marked in bolds. Enriched gene sets in fish brains are italicized and marked in parentheses.

## Descriptions of gene sets and results of analyses

How the deposited data were processed for this re-analysis (not part of the article)

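RNA of differentiated SK-N-SH cells was sequenced in 3 libraries each of control, mixture and valproate cells. The authors deposited raw counts per Entrez gene in a table for each treatment, and the control columns of both tables were checked to be identical. The unit was tested on the files: all values are whole numbers, and genes with 0 reads in some library are present, so the tables were not filtered as the Methods state for the analysis. Library totals, given with the first passage, set the precision: a group with at most 3 counts of a gene in every library was treated as at the floor, and a fold against it as a lower bound. Among genes with 1 to 20 counts, 69.4% to 77.4% of the counts in a library were even.

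Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes with at least 1 read in all 6 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, and adjusted p-values follow Benjamini and Hochberg with a threshold of 0.05. The difference between valproate and mixture came from a fit of all 9 libraries. Gene positions and overlaps were taken from GENCODE release 44 mapped to build 37. Distances used the 500 genes that differ most within each pair and a prior count of 2. On simulated counts with 200 changed genes, edgeR recovered 95% and 98% of genes changed 4-fold and 73% and 79% of genes changed 2-fold in simulations of the mixture and valproate tables. It made 16 false calls of 184 and 13 of 190, and DESeq2 made 18 of 188 and 28 of 205.

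Of 14 gene lists, 6 cover families the paper names (synapse core, neurotransmitter receptors, neurotransmitter transporters, SNARE proteins, glutamate receptors and axon guidance families). The other 8 cover the integrated stress response, endoplasmic reticulum chaperones, retinoic acid targets, the respiratory chain, proliferation, neuroblast-like cells, substrate-adherent cells and immediate early genes. Lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01. The members of the gene sets the paper tested were not used here. An explanation that rests on a list was held to need both camera and fry at an adjusted p under 0.05, a rule set after the list results were seen. Values were said to argue against such an explanation by direction alone, without a test. This needed most genes, all library medians and each median with a library left out on the opposite side. Lists were compared between valproate and mixture directly, a comparison added after the data were seen.

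Before the data were examined, the comparisons, the named genes, and these alternatives were chosen: DESeq2 without and with shrunken fold changes, library totals in place of TMM, a minimum of 10 counts, no filter, all 9 libraries together, the replicate number as a block, a prior count of 2, and each library left out in turn. For lists they were fry, a correlation estimated per list, and Kolmogorov-Smirnov tests per replicate pair on counts plus 8. For the correlation of the treatments they were the 6 ways to divide the controls. Halved counts, the agreement with the paper's tables without a filter, fold changes on counts plus 8, and distances in the plane of the scaling plot were added after the data were seen. Named genes are the genes the paper's Results and Discussion name apart from NKX6-1, the first 5 higher and first 5 lower genes of its Tables 1 and 2, and all serotonin receptor genes and RBFOX3. They include the 5 largest rises and 5 largest falls of each comparison among genes past the threshold without overlap of the groups and with a mean of at least 10 counts, and the genes past the threshold in a reported list. Gene sets for neurological disorders, fish data and protein measurements were not analysed here, and the values of some genes that meet these rules are not reported here.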

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

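Predictions for the tests below were written before their results were seen, while the direct comparison of the treatments was chosen afterwards.

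Genes of the integrated stress response, which the paper's text does not discuss, were higher with the mixture in 28 of 43 tested genes and in 3 of 3 libraries, with a median log2 fold change of 0.07 (0.10 with library totals; camera adjusted p = 0.0260). CEBPG, higher by 0.63, passed the threshold over all genes, and 3 genes passed when adjusted over the list alone. The adjusted p was 0.121 without mixture replicate 3, 0.101 without control replicate 3 and 0.0838 without mixture replicate 1. It was 0.183 with fry, 0.491 with an estimated correlation and 0.0996 with the Kolmogorov-Smirnov tests. Between the treatments, 27 of 43 genes were lower with valproate (camera 0.0129, fry 0.0407, estimated correlation 0.470). The list holds 0 of the genes in the paper's Table 1, so it leaves out DDIT3, a stress gene, and NUPR1, which encodes a stress-induced protein. DDIT3 rose by 1.61 (adjusted p = 0.00141 from edgeR, at most 0.0113 with a library left out, higher in 3 of 3 libraries). Its count is uncertain because it overlaps other genes. NUPR1, with 0 to 4 counts in the control libraries, rose by 3.48 (adjusted p = 0.0175 from edgeR, 0.0555 without mixture replicate 2). A stress response to the mixture is a candidate explanation, and for the genes of the list, whose call is lost without single libraries, it cannot be told apart from variation between libraries. The paper's supplement marks a set for amino acid deprivation as changed with the mixture. Misfolded protein in the endoplasmic reticulum would raise chaperones, but 14 of 21 chaperone genes were lower, in 3 of 3 libraries, with a median of -0.22 (camera adjusted p = 0.0124, fry 0.0746, 0.107 without control replicate 1). CALR fell by 0.78. With each library left out in turn the chaperone median stayed between -0.26 and -0.16. These values argue against the rise of chaperones that this origin would need. A fall is not settled, since the list did not pass with fry.

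Nuclear genes of the respiratory chain, which the paper's text does not discuss, were higher with valproate in 58 of 76 genes and in 3 of 3 libraries, with a median of 0.13 (camera adjusted p = 0.0353). NDUFC1, higher by 0.62, was the gene past the threshold, and 0 genes passed when adjusted over the list alone, with 12 at an unadjusted p under 0.05. The adjusted p was 0.747 without valproate replicate 3, 0.348 without control replicate 1, 0.442 with fry and 0.724 with an estimated correlation. With the mixture 61 of 76 genes were lower, in 2 of 3 libraries, with a median of -0.12 (camera 0.0287, fry 0.442), and the adjusted p was 0.991 without mixture replicate 2, 0.295 without control replicate 3 and 0.0706 without control replicate 2. The count of mixture genes past the threshold was 0, with 3 at an unadjusted p under 0.05. Directly, 61 of 76 genes were higher with valproate than with the mixture (camera 0.00272, fry 0.143), and 0.0765 without valproate replicate 3 and 0.0655 without mixture replicate 2. The paper's supplement marks respiratory chain sets as changed with both treatments. The Kolmogorov-Smirnov tests placed the list higher with valproate (adjusted p = 3.04e-09) and lower with the mixture (adjusted p = 3.04e-09). The camera calls were lost without single libraries, so a treatment effect and variation of single libraries cannot be told apart.

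Proliferation genes, which the paper's text does not discuss, were higher with valproate in 27 of 29 genes and in 3 of 3 libraries, with a median of 0.33 (0.41 with library totals; camera adjusted p = 0.00033). MCM5, higher by 0.50, passed the threshold, and 2 genes passed when adjusted over the list alone. The highest adjusted p with a library left out was 0.00539, and it was 0.0746 with fry and 0.387 with an estimated correlation. The direction argues against slower proliferation with valproate. Directly, 24 of 29 genes were higher with valproate than with the mixture (camera 0.0420, fry 0.0441, with camera values of 0.0733 without mixture replicate 1, 0.0656 without mixture replicate 2, 0.0787 without valproate replicate 2 and 0.0867 without valproate replicate 3). Depth of the valproate libraries was tested on the number of changed genes, not on this list. The paper's supplement marks cell cycle sets as changed with both treatments, and its Methods report no effect of the treatments on overall cell viability. Cell number and cell cycle were not analysed here, so a biological explanation stays untested here.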

How the results depend on the processing

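Halved counts and the direct comparison of gene lists were chosen after the results were seen. The cause of the changes below was not tested.

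Genes changed by the mixture numbered 398 with DESeq2, 397 with shrunken fold changes, 362 with all 9 libraries, 326 without a filter and 116 with the replicate block, against 202. They numbered from 47 to 181 across the 6 fits that each left out a library. Library totals (185), a minimum of 10 counts (176) and halved counts (204) stayed within 1.5 times. For valproate the numbers were 1427 with DESeq2, 1427 with shrunken fold changes and 1581 with the block, against 905, and from 353 to 1174 with a library left out (1174 without control replicate 3). Library totals gave 1005, all 9 libraries 1038, a minimum of 10 counts 850, no filter 1109 and halved counts 938. Between the treatments the count ran from 1375 to 2946 with a library left out, and was 2546 with library totals, 2314 with a minimum of 10 counts, 3019 with the block and 2960 with DESeq2, against 2464. Whether replicate numbers pair the libraries is not stated in the paper's text. The block lowered the mixture count and raised the valproate count, so the counts do not settle it.

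The correlation of the treatments reversed in 5 of the 6 divisions of the controls, to -0.0517, -0.106, -0.152, -0.190 and -0.0232. It was 0.0786 with a minimum of 10 counts and from 0.0726 to 0.233 with a library left out. The distance ratio was 1.18 with a common selection and reversed to 0.982 with the smaller prior count. It was 1.07 with library totals, 1.06 with all genes, and 1.03 to 1.07 with a library left out. In the plane of the scaling plot, chosen after seeing the data, it was 1.54. Mixture lists past the threshold numbered 0 with fry and 0 with an estimated correlation, against 11, and 7 to 11 with a library left out. Valproate lists numbered 0, 0 and 6 (Kolmogorov-Smirnov), against 3, and 2 to 4 with a library left out. Over both treatments 8 list tests with fry and 3 with an estimated correlation had an unadjusted p under 0.05.

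Among 58 named gene results, 26 fits with a library left out were weaker, in 10 results, and 3 under other settings. NUPR1 and PTCHD1 had adjusted p-values of 0.0699 and 0.0537 with the block. Among 28 list results, 17 fits with a library left out were weaker and 3 stronger, and 30 weaker and 6 stronger under other settings. For the 14 direct lists these were 7 and 5, and 8 and 6. The number reversed was 0. No value was possible with all 9 libraries for HTR3B, HTR3D and HTR3E, or, with no reads left, for HTR3D without mixture replicate 1, HTR3E and IRX3 without mixture replicate 3 and HTR4 without control replicate 3.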

Differences from the paper's values

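The scale with counts plus 8, the agreement without a filter and the distances in the plane of the scaling plot were chosen after seeing the values.

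Log2 fold changes with the mixture differed from the paper's Table 1 in 21 of 95 genes, and with valproate from Table 2 in 10 of 94. Of the alternatives set before the data were examined, a prior count of 2 brought 20 of the 21 and 8 of the 10 within the error.

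With the mixture, AMN 2.15 against the paper's 0.95, CNTD1 1.93 against the paper's 0.97, DLL1 2.44 against the paper's 1.15, FUT9 1.85 against the paper's 0.94. For these 4 genes shrunken DESeq2 fold changes and a prior count of 2 closed the gap, and the other alternatives set before the data were examined did not.

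A prior count of 2 alone closed the gap for C6 -2.32 against the paper's -1.65, COL9A3 -2.89 against the paper's -1.48, GGTA1 -2.57 against the paper's -1.85, GLYATL2 1.82 against the paper's 1.06, GRM8 2.55 against the paper's 1.90, ID4 2.16 against the paper's 0.99, LRRTM1 -2.04 against the paper's -1.48, NUPR1 3.48 against the paper's 1.97, RGS13 -2.28 against the paper's -1.78, SCARNA20 2.43 against the paper's 1.22, SERPINF2 2.45 against the paper's 1.23, STARD13 -2.52 against the paper's -2.17, TM4SF1 -2.37 against the paper's -1.63.

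PABPC3 was 1.87 against the paper's 1.21, closed by a prior count of 2 and by the replicate block. PRLHR was -1.79 against the paper's -1.43, closed by library totals and by a prior count of 2. CYP2C18 had a bound of 1.78 against the paper's 0.95, and none of the alternatives set before the data were examined closed the gap.

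With valproate, APOL6 was 2.31 against the paper's 1.93, closed by DESeq2, a prior count of 2 and the replicate block. A prior count of 2 alone closed the gap for CHST15 (listed as GALNAC4S-6ST) 3.81 against the paper's 3.09, PCDHGB8P -2.17 against the paper's -1.62, POSTN 4.42 against the paper's 2.93, SLC10A1 -3.08 against the paper's -1.95, TAPBPL -2.60 against the paper's -1.65, VCAM1 3.04 against the paper's 1.76, VSNL1 3.55 against the paper's 3.19. HOPX had a bound of -2.23 against the paper's -1.62, and ANKRD30BL (listed as NCRNA00164) a bound of 2.50 against the paper's 1.91, and none of the alternatives set before the data were examined closed these gaps.

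Differences of log2 counts plus 8, chosen after seeing the values, lay within the error of the paper's values for 21 of the 21 mixture genes and 6 of the 10 valproate genes (not HOPX, PCDHGB8P, TAPBPL and VSNL1). Over all valproate genes compared, 17 of 94 differed on this scale, against 10 without it, and 0 of 95 mixture genes did, against 21.

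Counts on genes were 8339090 in control replicate 2, against the paper's 14115486 read pairs, and 5792876 in mixture replicate 2, against the paper's 10035614. No alternative applies to these totals.

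The paper lists 100 genes per treatment as the most strongly changed. Of 78 tested Table 1 genes, 51 had its direction at an adjusted p under 0.05, 56 with DESeq2 and 55 with shrunken fold changes. Without a filter, chosen after seeing the values, 60 of 95 did, and 58 with DESeq2. Of 73 tested Table 2 genes 72 did, and without a filter 88 of 94, or 93 with DESeq2.

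The paper places the mixture samples nearer to the valproate samples than to the control samples. The ratio of the distances was 1.05 here, and 0.982 with the smaller prior count, set before the data were examined. With that prior count mixture libraries were on average farther from one another (5.81) than from valproate (5.69) or control libraries (5.79). In the first 2 dimensions of the scaling plot, chosen after seeing the values, it was 1.54, and 1.26 with the smaller prior count.

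The text of the paper gives folds for THBS1, HTR2B, VSNL1 and OXTR that match the log2 values of its tables: the paper's -2.19, -1.69, 3.19 and -1.89, against -2.27, -1.82, 3.55 and -1.95 here.

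The paper ranks FAM129A (NIBAN1) first with the mixture, while the filter it states would remove this gene, with 0 reads in a control library.

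The paper gives glutamate receptor and axon guidance sets as lower with the mixture, and synapse and neurotransmitter binding sets as higher with valproate. The lists here had camera adjusted p-values of 0.569, 0.438, 0.126 and 0.569, and the Kolmogorov-Smirnov tests, set before the data were examined, called them with 0.0126, 0.00151, 0.00128 and 0.000406. The Kolmogorov-Smirnov tests take genes as independent and can call a list that is only more spread out, so these calls do not settle a shift. The members of the paper's sets were not used here.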

Other observations

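The tests of even counts and of the shared axis of variation were chosen only after the result was seen.

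For the genes changed by the mixture, by valproate, and between the treatments, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes, the real split. The real splits gave 202, 905 and 2870 genes, and each of the other 9 splits gave at most 3. With 10 splits the share cannot fall under 0.1, whatever the counts.

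Even counts outnumbered odd counts among genes with 1 to 20 counts, and counts on genes reached 129.34% of the paper's read pairs in valproate replicate 1, 116% in control replicate 3 and 109% in valproate replicate 2. Counting both mates of a pair is a candidate explanation. No biological explanation was tested. Halved counts, chosen after seeing the data, gave 204 and 938 changed genes.

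More genes were lower than higher with the mixture (83.2%). After thinning to the smallest library the share was at least 80.13% over 10 draws (140 to 171 genes). After correction for GC content it was 82.55% (212 genes) and for transcript length 82.33% (249 genes). The values argue against depth, GC content and transcript length as the whole cause. An effect of the mixture and an unrecorded batch stay open.

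More genes changed with valproate than with the mixture. With all libraries thinned to the smallest of the 9, the ratio was at least 3.61 (615 to 672 against 150 to 175 genes), which argues against depth. A stronger effect of valproate at its dose stays open.

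The correlation of the treatments was at most 0.0107 when no control library was shared, and the shared controls are a candidate explanation for its positive sign. Without shared controls the median was -0.0789. An axis of variation within the groups held 32.2% of the within-group variance, and with it removed the median was -0.0349 (-0.123 to 0.0219), which leaves values on both sides of 0. Whether this axis is the cause stays open.

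With the mixture, retinoic acid targets were lower in 14 of 20 genes and in 3 of 3 libraries, with a median of -0.11, or -0.05 with RARRES2 at its bound (camera adjusted p = 0.00533, fry 0.0746, up to 0.0331 with a library left out). STRA6 fell by 2.10 and DDC by 1.57. With valproate 11 of 21 were higher, with a median of 0.01, while the direction of the camera test was lower (0.1132; 0.0340 with a minimum of 10 counts and 0.0267 without control replicate 2). Of 5 genes past the threshold, CYP26A1, DHRS3, NAV2 and NTRK2 were lower (-2.09, -1.38, -1.10 and -0.69) and STRA6 was higher. A weaker response to retinoic acid cannot be told apart from variation between libraries. Directly the adjusted p was 0.826.

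Respiratory chain genes with the mixture had 0.0287, proliferation genes 0.185 (19 of 29 higher, 2 of 3 libraries, median 0.12; 0 genes past the threshold, 1 at an unadjusted p under 0.05). Slower proliferation with the mixture cannot be told apart from no change.

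Neuroblast-like genes were lower with the mixture in 16 of 22 genes and 2 of 3 libraries (median -0.13, 0.00033, fry 0.218), and substrate-adherent genes in 14 of 19 and 3 of 3 (median -0.24, 0.000547, fry 0.0948). A shift of the cell mix would move the lists apart. With each library left out in turn both lists stayed lower, with camera adjusted p of at most 0.0162 and 0.00875. Their medians reached -0.0074 and -0.0716 at most, so the lists did not move apart in direction. Neither list passed with fry, so a shift cannot be told apart from none. With valproate the adjusted p were 0.627 (12 of 22 higher) and 0.7716 (11 of 21 higher), which leaves a shift open as well. Directly they were 0.00781 and 0.104 (0.0312 without mixture replicate 2).

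Immediate early genes were lower with valproate in 15 of 17 genes and 3 of 3 libraries (median -0.96, camera adjusted p = 1.451e-12, fry 0.0746, estimated correlation 0.312, up to 4.07e-11 with a library left out). The log2 fold changes were -1.83 for FOS, -1.79 for FOSB, -1.46 for EGR1, -1.39 for MYC and -1.24 for ATF3, and 8 genes passed the threshold (10 adjusted over the list alone). With the mixture 11 of 16 were lower, in 2 of 3 libraries (median -0.29, 0.0214; 0.512 without control replicate 1 and 0.181 without mixture replicate 3), with 0 genes past the threshold, 5 adjusted over the list alone and 5 at an unadjusted p under 0.05. Directly 13 of 16 were lower with valproate (0.000137). Handling at harvest and a treatment effect cannot be told apart, since harvest times per library were not analysed here.

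OXTR RNA, which the paper lists as lower with valproate, also fell with the mixture, by 1.47 on the log2 scale (standard error 0.21, adjusted p = 0.00703 from edgeR). It was lower in 3 of 3 libraries. For the mixture the paper mentions a rise of OXTR in separate protein studies of these cells, the opposite direction. Protein was not analysed here, and RNA and protein are unlike measures. RBFOX3 had at most 9 counts in each library, and its adjusted p was 0.740 with the mixture and 0.715 with valproate.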
